# The miR-28-5p Targetome Discovery Identified SREBF2 as One of the Mediators of the miR-28-5p Tumor Suppressor Activity in Prostate Cancer Cells

**DOI:** 10.3390/cells9020354

**Published:** 2020-02-03

**Authors:** Sofia Fazio, Gabriele Berti, Francesco Russo, Monica Evangelista, Romina D’Aurizio, Alberto Mercatanti, Marco Pellegrini, Milena Rizzo

**Keywords:** prostate cancer, miRNA targetome, SREBF2, miR-28-5p, miRNA pull out assay, microRNA

## Abstract

miR-28-5p is downregulated in some tumor tissues in which it has been demonstrated to have tumor suppressor (TS) activity. Here, we demonstrate that miR-28-5p acts as a TS in prostate cancer (PCa) cells affecting cell proliferation/survival, as well as migration and invasion. Using the miRNA pull out assay and next generation sequencing, we collected the complete repertoire of miR-28-5p targets, obtaining a data set (miR-28-5p targetome) of 191 mRNAs. Filtering the targetome with TargetScan 7, PITA and RNA22, we found that 61% of the transcripts had miR-28-5p binding sites. To assign a functional value to the captured transcripts, we grouped the miR-28-5p targets into gene families with annotated function and showed that six transcripts belong to the transcription factor category. Among them we selected SREBF2, a gene with an important role in PCa. We validated miR-28-5p/SREBF2 interaction, demonstrating that SREBF2 inhibition affects almost all the tumor processes altered by miR-28-5p re-expression, suggesting that SREBF2 is an important mediator of miR-28-5p TS activity. Our findings support the identification of the targetome of cancer-related miRNAs as a tool to discover genes and pathways fundamental for tumor development, and potential new targets for anti-tumor therapy.

## 1. Introduction

miR-28-5p is a miRNA with a tumor suppressor (TS) activity downregulated in several tumor tissues [1,2,3,4,5,6]. Increasing evidences indicate that miR-28-5p inhibited some well-characterized oncogenes such as CCND1, HOXB3 [4] in colorectal carcinoma and IL-34 [7] and IGF-1 [1] in hepatocellular carcinoma.

It has been demonstrated in vitro that miR-28-5p exerts its tumor suppressor activity by affecting several aspects of tumor cell biology. miR-28-5p re-expression inhibited cell proliferation in B-cell lymphomas and renal cell carcinoma regulating BAG1 [3] and RAP1B [2] expression, respectively. Moreover, miR-28-5p inhibited cell migration and invasion in gastric cancer by repressing the AKT phosphorylation levels [6]. Interestingly, miR-28-5p, by regulating the triose-phosphate isomerase (TPI) in colorectal carcinoma, contributed to the increased glycolytic capacity of the tumor cells [8]. Recently, two reports indicate that the capability of miR-28-5p to inhibit its targets is also regulated by the sponge effect of long non-coding RNAs, such as UCA1 [5] and CCAT1 [9]. Although some reports about the molecular targets through which the miR-28-5p exerts its TS activity in different tumor types are available, most experimental studies validate only one or a few miRNA targets at once. However, a single miRNA simultaneously interacts and regulates hundreds of mRNA molecules, generating a complex regulatory network.

Previously, we demonstrated, for the first time, that miR-28-5p is downregulated in two prostate cancer (PCa) cell lines, and that it acts as a TS in PCa cells [10]. Here we explored the complete repertoire of the miR-28-5p targets in a PCa cell line. We chose to use an experimental rather than a computational approach to reduce false positives. Several high-throughput experimental methods are now available, most of which are based on the sequencing (NGS) of RNA isolated by the crosslinking and immunoprecipitation of Argonaute (AGO), such as HITS-CLIP [11], PAR-CLIP [12], iPAR-CLIP [13] and CLASH [14]. Since these techniques allow the isolation of the RNA molecules that interact with all miRNAs, the major disadvantage is that they favor the identification of the targets of the highly expressed miRNAs. To overcome this limitation, we performed an miRNA pull out assay [15] that is based on the capture of the specific miRNA/target complexes through the transfection of a biotinylated version of the miRNA of interest. We already used this technique associated with the microarray for target identifications [16], and more recently we combined the miRNA pull out assay with NGS technology to identify the miR-26a-5p targetome in PCa cells [17]. 

In the present work we isolated and identified the mRNA targets associated with miR-28-5p (miR-28-5p targetome) in a PCa cell line. We focused on SREBF2, validating miR-28-5p/SREBF2 interaction and demonstrating that SREBF2 inhibition exerts TS activity in PCa cells.

## 2. Materials and Methods

### 2.1. Cells and Culture Conditions

DU-145, 22Rv1 and LNCaP cells were grown in RPMI Medium 1640 (EuroClone) whereas PC3 cells were grown in HAM’s Medium (Euroclone, Milan, Italy), V-CaP cells in DMEM (EuroClone) and HCT116 Dicer^-/-^ cells in McCOY’s (EuroClone). All the media were completed by adding 10% FBS (Fetal Bovine Serum, EuroClone), 1% penicillin/streptomycin (EuroClone) and 1% L-glutamine (Sigma-Aldrich). The cells were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_.

### 2.2. Transfection

Transient transfections of miRNAs mimics (miR-28a-5p), miRNA inhibitor (d-28-5p), SREBF2 inhibitor (siR-SREBF2) or control (CT) (GenePharma, Shanghai, China) in DU-145, LNCaP or HCT116 Dicer^−/−^ cells, were performed using Lipofectamine 2000 (Thermo Fisher, Waltham, MA, USA) following the manufacturer’s protocol. Briefly, 1.5 × 10^5^ cells were seeded in P30 dishes and transfected after 48 h using 10 µL of Lipofectamine. The transfected cell suspension was used for cellular and molecular assays.

### 2.3. Cell Proliferation

1 × 10^5^ DU-145 or LNCaP cells were seeded in a series of P30 dishes and transfected with either miR-28-5p mimic/inhibitor, SREBF2 inhibitor, or control. 48 h after transfection, these cells were collected and counted using the Bürker chamber.

### 2.4. Survival Assay

To evaluate cell survival, cells were seeded at a cell density of 200 cells/P60 dishes to allow colony formation. Dishes were stained after 10–12 days with 0.1% Crystal Violet in 20% methanol, and the fraction of surviving cells was calculated as the ratio between number of colonies/number of seeded cells.

### 2.5. Soft Agar Colony Formation Assay

1 × 10^5^ DU-145 cells were resuspended in culture medium plus 0.3% agarose and plated on an agarose base (RPMI plus 0.6% agarose, prepared the day before) in a well of a 6-well plate. After 10–15 days, the colonies that were visible in five randomly chosen microscope fields were counted using a 10× objective.

### 2.6. Wound Healing Assay

2 × 10^5^ DU-145 cells were seeded in the two chambers of a culture insert (IBIDI, Martinsried, Germany) previously placed on a P30 dish. The insert was removed at 80% of cell confluence (0 h) in order to leave the cells free to migrate and to fill the empty space. The cells were observed at 6, 9 and 13 h after the insert removal, with 10× and 20× objectives. The images were taken using a Leica DM IL light emitting diode (LED) microscope and analyzed with ImageJ. The migratory rate of each sample was calculated as the relative percentage of gap closure at 13 h versus 0 h.

### 2.7. Transwell Assay

The 24-well cell culture chamber (Falcon) with 0.4 μm PET membrane covered (invasion assay) or not (migration assay) with 300 μg/mL Matrigel (BD) was used to measure the migratory or invasive rate of DU-145 in different conditions. 5 × 10^4^ cells were inoculated onto the upper chamber in a serum free medium and the medium with serum and growth factor were added in the lower chamber and incubated for 13 h. The non-invading/migrated cells on the upper surface of the upper chamber were wiped off with cotton swab, whereas the invading/migrated cells on the lower surface of the upper chamber were fixed with 2% paraformaldehyde and stained with 0.1% crystal violet dissolved in 20% methanol and allowed to be dried at room temperature. Lysis was performed with 10% acetic acid and the optical density (OD 590 nm) of the solution was detected with a ChroMate microplate reader (Awareness Technology, Westport, CT, USA), and used to measure cell proliferation.

### 2.8. miRNA Pull Out Assay

The miRNA pull out assay was performed as described in Rizzo et al. [17]. DU-145 was transfected using Lipofectamine 2000 (Thermo Fisher, Waltham, MA, USA) with 60 nM of either miR-28-5p duplex (ds-miR-28_CT_) or a mix of 3′ biotin-tagged miR-28-5p 8tU (nucleotide 8 was a thiouridine) and miR-28-5p 18tU duplexes (ds-miR-28_BIO_) (Supplementary Figure S1). All oligos were synthetized by Bio-Synthesis Inc. (Lewisville, TX, USA), and 24 h after transfection, these cells were irradiated with ultraviolet (UV) (365 nm, 2J/cm^2^) using the Bio-Link crosslinking (BLX) (Vilmer Lourmat, Marne-la-Vallée, France) and total RNA extracted with TRIzol (Thermo Fisher, Waltham, MA, USA) directly on adherent cells following the manufacturer’s protocol (Supplementary Figure S2). 15 μg of RNA was incubated 4 h at 4 °C with 100 μL of streptavidin-conjugated beads (Streptavidin Sepharose high performance, GE Healthcare, Chicago, IL, USA) and the RNA complexed with the beads was recovered using TRIzol. We performed two biological replicates obtaining two miR-28_CT_ (control) and two miR-28_BIO_ (miR-28-5p) pull out samples consisting of background RNA and ds-miR-28_BIO_/interacting mRNA complexes, respectively.

### 2.9. Targets Identification by Next Generation Sequencings (NGS)

The RNA obtained after the miRNA pullout procedure (Supplementary Figure S2) from both miR-28_CT_ (background RNA) and miR-28_BIO_ pull out samples was used for the construction of the cDNA libraries using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s suggestions. cDNA libraries were sequenced using the HiSeq2000 (Illumina) in single-reads mode (50bp) obtaining about 20 million reads for each sample (fastq files).

### 2.10. NGS Data Analysis

NGS data (GEO accession number GSE143589) were analyzed using the Galaxy platform (https://usegalaxy.org/), by applying several tools: FASTQC to check the quality of the raw sequence data, TopHat2 for the alignment of the reads on human genome (hg38) and Cufflinks set of tools to estimate the abundance of transcripts. Specifically, Cuffdiff was used to perform differential expression analysis, and we found transcripts enriched in the miR-28_BIO_ in comparison to miR-28_CT_ pull out samples. We selected the enriched transcripts with q-value < 0.05 (miR-28-5p targetome) (Supplementary Figure S2).

### 2.11. Bioinformatics Analyses

The available miRNAs-mRNAs expression data and clinical parameters of patients of MSKCC Prostate Oncogenome Project [18] were retrieved from cBioPortal (http://www.cbioportal.org/; GEO accession number: GSE21032). This dataset consists of 99 primary and 14 metastatic tumor tissues and 27 normal controls. Nonparametric tests (i.e., Wilcoxon, Kruskal–Wallis and Spearman rank-correlation) and recurrence-free survival analysis were conducted in R. In more details, the probabilities of biochemical recurrence (BCR) events, defined as PSA ≥ 0.2 ng/mL on two occasions, were estimated with the Kaplan–Meier method (Kaplan–Meier, 1958) and then compared between groups with log-rank statistics using “survival” R packages.

For the correlation analysis between miR-28-5p expression level and Gleason score/Tumor T stage, The Cancer Genome Atlas (TCGA) Prostate Adenocarcinoma (PRAD) primary tumors (*n* = 494) data were investigated from work by the Broad Institute TCGA Genome Data Analysis Center (2016) [19].

### 2.12. Bioinformatics Analyses Related to miRNA Pull Out Assay

To identify the miR-28-5p predicted targets in the miR-28-5p targetome, we performed a target prediction analysis by using the script version of TargetScan 7 [20], PITA [21] and RNA22 [22] (Supplementary Figure S2). The different algorithms have different settings and filters. For PITA and RNA22 we applied the filter for a maximum of one mismatch and one G:U in the seed match. Moreover, for PITA we selected a score (i.e., the ddG score based on the folding energy) ≤ −10. For RNA22 thresholds for the folding energy ≤ −10 and a *p*-value ≤ 0.05 were applied. We considered putative targets if at least one target prediction algorithm was able to detect the interaction. The 3′UTR sequences of the transcripts belonging to the miR-28-5p targetome were obtained by using UCSC Table Browser (http://genome.ucsc.edu/).

For the Gene Set Enrichment Analysis, the GSEA online tool (http://software.broadinstitute.org/gsea/msigdb/index.jsp) was used to discover enriched gene functions (q < 0.05), setting the MSigDB (the Molecular Signatures Database) as annotated gene lists.

To evaluate the presence of putative miR-28-5p binding sites in the SREBF2 ORF and 5′UTR we used RNAhybrid [23] considering the binding sites with the MFE (minimum free energy) value ≤ –24 Kcal/mol. We also confirmed the predicted binding site using PITA and RNA22.

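The SREBF2 transcript in which Supplementary Table S3 lists the sites, ENST00000361204.9, lies on the plus strand of chromosome 22 of hg38 from 41833105 to 41907305. GENCODE 44 gives it 19 exons and 5237 bases, of which the first 166 are 5′UTR, positions 167 to 3592 are the coding sequence with its stop codon, and the last 1645 are 3′UTR. The site listed at position 304, for which the paper lists a minimum free energy of -28.2 kcal/mol, opens in exon 2 at codon 46. The 40 bases from that position lie from 41866880 to 41866919 and read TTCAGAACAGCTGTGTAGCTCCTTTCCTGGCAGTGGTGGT. They contain AGCTCCTT, the complement of miR-28-5p nucleotides 1 to 8, at transcript position 320 (41866896 to 41866903). This stretch holds the only match to nucleotides 2 to 8 in the whole transcript. The site at 2787, for which the paper lists -25.5 kcal/mol, is in exon 15, and its 40 bases (41898664 to 41898703) read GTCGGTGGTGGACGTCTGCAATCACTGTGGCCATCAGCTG. The site at 2971, for which the paper lists -24.4 kcal/mol, is in exon 16, and its 40 bases (41900396 to 41900435) read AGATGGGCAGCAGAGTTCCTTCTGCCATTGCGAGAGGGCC. Neither of these later stretches contains a match to nucleotides 2 to 7.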

### 2.13. Quantification of miRNAs and mRNAs (qRT-PCR)

Total RNA was extracted from 1 × 10^6^ cells using the miRNeasy mini kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. 1 µg of total RNA was used for the reverse transcriptase reaction, performed, according to the manufacturer’s recommendation, using either the QuantiTect reverse Transcription kit (Qiagen) or the miScript II RT kit (Qiagen) to retrotranscribe mRNAs or mature miRNAs, respectively. The quantification of mRNAs and mature miRNAs were performed with Rotor-Gene Q 2plex (Qiagen), using the SsoAdvanced™ SYBR^®^ Green Supermix (BIO-RAD, Hercules, CA, USA) or the miScript SYBR Green PCR Kit (Qiagen) respectively, according to the manufacturer’s protocol. The relative quantification was performed using the Rotor-Gene Q Software, by normalizing to the internal controls (GAPDH, ACTB and HPRT for mRNAs and U6, SNORD55 and SNORD110 for mature miRNAs). The miR-28a-5p relative expression level in tumor cell lines was determined with respect to RNA from normal cells (FirstChoice human total RNA, Ambion, Austin, TX, USA). All reactions were performed in triplicate, and the results are expressed as the mean of at least three biological replicates.

### 2.14. Western Blot Analysis

Proteins were extracted from cell pellets using Lysis Buffer (1 M Tris HCl pH 8, Triton × 100 1%, Na deoxycholate 0.25%) with the addition of PMSF 1mM. Proteins quantification was performed with the colorimetric method using the Biorad protein Assay Reagent (BIO-RAD). The ChroMate microplate reader (Awareness Technology, Westport, CT, USA) was used to measure the absorbance at 595 nm. To perform Western blot, proteins were separated on polyacrylamide gels SDS-PAGE (10%, gel precast MINI-PROTEAN^®^ TGX Stain-Free^TM^, BIO-RAD), and transferred to 0.2 μm nitrocellulose membranes by electro blotting using the Trans-Blot Turbo Blotting System (BIO-RAD). The membranes were then blocked with 5% nonfat dry milk solution in TBST. Anti GAPDH (Cell Signaling) (1:20,000) and anti SREBF2 (Santa Cruz Biotechnology, Dallas, TX, USA) (1:500) primary antibodies were used to incubate the membranes overnight at 4 °C followed by a 1-h incubation with the recommended secondary antibody. Bands were revealed using ECL (GE Healthcare, Chicago, IL, USA). Images were detected and protein quantified using the ChemiDoc system (BIO-RAD).

### 2.15. Vectors Construction

The sequence of the 3′UTR (ENSG00000198911: 31-1763, pSREBF2_3’UTR_), the 5′UTR and first part of the ORF (ENSG00000198911: 1753-3611, pSREBF2_5’UTR-ORFI_) and the second part of the ORF (ENSG00000198911: 3696-5213, pSREBF2_ORFII_) were cloned downstream of the luciferase coding sequence into the pmiR vector (pMIR-Report Luciferase, Ambion). 

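The paper gives the cloned positions for the gene, and they are read here in the numbering of the SREBF2 transcript in which Supplementary Table S3 lists the sites, ENST00000361204.9. Positions 31 to 1763 are 1733 bases in exons 1 to 9 (41833135 to 41877959), of which 136 are annotated as 5′UTR and 1597 as coding sequence, and they contain the predicted site at 304. Positions 1753 to 3611 are 1859 bases in exons 9 to 19 (41877949 to 41905679), with 1840 bases of coding sequence and 19 of 3′UTR, and they contain the predicted sites at 2787 and 2971. Positions 3696 to 5213 are 1518 bases of exon 19 (41905764 to 41907281), all annotated as 3′UTR, and contain 0 of the listed sites. The contents of these stretches thus match the vectors for 5′UTR with first ORF part, second ORF part and 3′UTR, in that order. The methods name the same positions in another order.

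**Figure D1:**
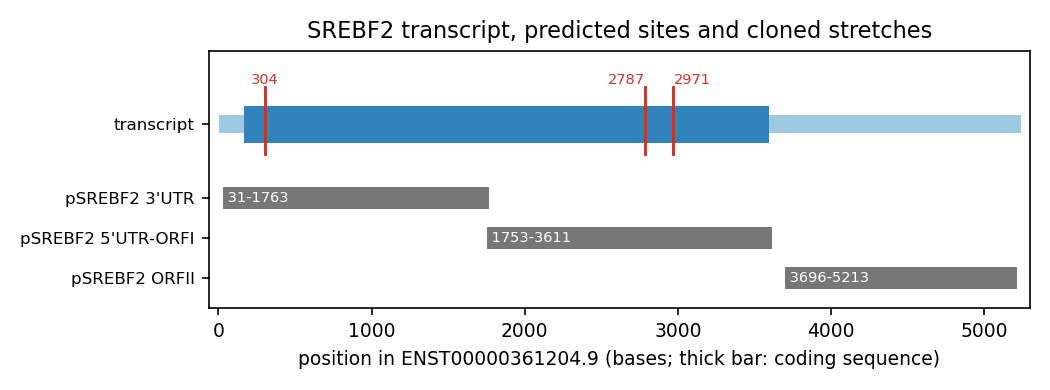
Map of the SREBF2 transcript along its position in bases. The thick bar is the coding sequence, the thin bars are the UTRs and the vertical lines are the sites at 304, 2787 and 2971. The grey bars are the cloned stretches, drawn at the positions 31 to 1763, 1753 to 3611 and 3696 to 5213. Each has the vector name that the methods give for its positions, and the contents match these names in another order.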

The miR-28-5p sensor was built by cloning two perfect match sequences complementary to miR-28-5p sequence downstream from the luciferase in the pmiR vector.

### 2.16. Luciferase Reporter Assay

To investigate the interaction between the miR-28-5p and SREBF2 transcript, 1.5 × 10^5^ HCT116 Dicer^−/−^ colon cancer cells were seeded in each well of a 12-well plate and after 24 h they were co-transfected with 150 ng of pSREBF2_3’UTR_ (or pSREBF2_5’UTR-ORFI_ or pSREBF2_ORFII_), 100 ng of pRL control vector-TK (Renilla, Promega) and with 60 nM of miR-28-5p mimic (or CT). The transfection reaction was performed using Lipofectamine 2000 (Thermo Fisher) according to the manufacturer’s instructions. The luciferase assay was performed one day after transfection, using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA), according to the manufacturer’s instructions. The luminometer GloMax-Multi Detection System (Promega,) was used to evaluate the luminescence, and the pRL-TK (Renilla) was used to normalize the luminescence arising from pmiR-SREBF2 vectors.

### 2.17. Statistical Analyses

All experimental results are expressed as mean SD of at least three independent experiments. Data were analyzed with Student’s *t*-test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## 3. Results

### 3.1. miR-28-5p Showed Antitumor Effects in PCa

We previously demonstrated that miR-28-5p is downregulated in the androgen independent PC-3 and DU-145 PCa cell lines, and that its re-expression in DU-145 cells exerts a tumor suppressor activity by reducing cell proliferation/survival, increasing apoptosis and inducing an increase of cells in G1 phase [10].

In this paper, we first measured miR-28-5p level in a larger number of PCa cell lines, demonstrating that this miRNA was generally downregulated in PCa in vitro (Figure 1A). To investigate whether miR-28-5p re-expression plays a role in PCa cell migration and invasion, we overexpressed miR-28-5p (Figure 1B) in DU-145 cells and performed both a wound healing assay (Figure 1C) and trans-well assays (Figure 1D,E). The results showed that miR-28-5p is able to inhibit both the migration (Figure 1C,D) and the invasion (Figure 1E) ability of DU-145 cells. In line with these results, the expression of the epithelial marker E-cadherin 1 (CDH1) and the mesenchymal marker vimentin (VIM) increase and decrease, respectively, after miR-28-5p overexpression (Figure 1F). We also evaluated the anchorage-independent growth using the soft agar colony formation assay after miR-28-5p re-expression. The number of anchorage-independent colonies was significantly decreased after miR-28-5p re-expression (Figure 1G). These data support the tumor suppressor role of miR-28-5p by acting in various aspects of tumor biology.

To evaluate the relevance of miR-28-5p in PCa tumorigenesis we first checked the expression of this miRNA in tumor/normal tissues of PCa patients using the miRNAs expression data deposited in cBioPortal database. We verified that miR-28-5p tends to be less expressed in primary tumors and shows a significant downregulation in metastatic tissues (Figure 2A). These results are in line with the anti-invasive/-migratory ability of miR-28-5p re-expression.

In addition, we found that patients with lower miR-28-5p or LPP expression (the miR-28-5p host gene, that display an expression pattern resembling the one of miR-28-5p, Supplementary Figure S3A,B) presented a significantly lower recurrence-free survival (Figure 2B for miR-28-5p and Supplementary Figure S3C for LPP). Finally, exploiting the primary tumor samples from TCGA Prostate Adenocarcinoma Study (n = 494), we found that miR-28-5p expression is inversely associated with both the pathological T stage (Spearman rho = −0.12, *p*-value = 0.008, Figure 2C) and the Gleason score (Spearman rho = −0.14, *p*-value = 0.001, Figure 2D).

Overall data demonstrated that miR-28-5p acts as a TS-miRNA in PCa cells regulating key pathways involved not only in tumor cell proliferation and survival, but also invasion and migration, and suggested that this miRNA plays a role in tumor progression in vivo.

### 3.2. Identification of miR-28-5p/Targetome

To discover the pathways affected by miR-28-5p regulation we exploited the miRNA pull out assay [15] adequately revised [17]. This protocol allowed the capture and identification through next generation sequencing (NGS, RNAseq) of the RNAs interacting with miR-28-5p using a biotinylated version of miR-28-5p. 

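The pull out was performed in DU-145, a cell line established from a metastasis of a human prostate carcinoma. Cells were transfected with 60 nM of either an untagged miR-28-5p duplex (miR-28CT samples) or a mix of biotin-tagged duplexes carrying a thiouridine at nucleotide 8 or 18 (miR-28BIO samples). Both arms thus received additional miR-28-5p. Thiouridine forms crosslinks with neighbouring RNA under ultraviolet light, and the RNA that streptavidin beads retained was sequenced from a stranded total RNA library. Mature miR-28-5p, AAGGAGCUCACAGUCUAUUGAG, has 22 nucleotides and lies on chromosome 3 of hg38 from 188688794 to 188688815, within the MIR28 hairpin (188688781 to 188688866) in intron 7 of the 12-exon LPP transcript of GENCODE 44.

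The processed data comprised 4 libraries, 2 miR-28CT and 2 miR-28BIO samples, with replicates numbered 1 and 2 in each arm. The authors aligned the reads to hg38 with TopHat2 and estimated the abundance of 53209 RefSeq transcripts in each library with Cufflinks. The values are FPKM, that is, fragments per kilobase of transcript scaled to the mapped reads of the library, and hold no read counts. The paper gives about 20 M reads per sample. The ratio of coverage to FPKM, at a read length of 50 bases, places the totals behind the FPKM at 17.9 and 13.0 M reads in miR-28CT replicates 1 and 2 and at 17.3 and 14.7 M reads in miR-28BIO replicates 1 and 2. The coverage of the listed transcripts amounts to 5.92, 7.43, 5.46 and 5.76 M reads in the same order. Libraries were set on a common scale by median-of-ratios factors of 1.06, 0.850, 1.06 and 1.09, and values were compared as log2(FPKM + 0.1) for transcripts estimated with status OK in all 4 libraries and with a mean scaled FPKM of at least 0.5. Fold changes on this scale understate the changes of low transcripts.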

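After filtering, 15587 transcripts were compared between the miR-28BIO and the miR-28CT samples with limma. With Benjamini-Hochberg adjustment, 0 transcripts were enriched and 0 were depleted at an adjusted p of 0.05, and the smallest adjusted p was 0.151. At an unadjusted p of 0.05, 325 transcripts were higher and 232 were lower in the miR-28BIO samples. Libraries with the same replicate number deviated together from the means of their arms (Pearson r = 0.422 and Spearman rho = 0.529 across transcripts, which are not independent replicates). With the replicate number as a block, limma again gave 0 enriched and 0 depleted transcripts (smallest adjusted p of 0.347), while 760 were higher and 1112 lower at an unadjusted p of 0.05. When FPKM were also summed per gene name, a combination chosen after seeing the data, limma with the block gave 42 enriched and 22 depleted genes (smallest adjusted p of 0.00950). With 2 samples per arm, an exact permutation test of a single transcript cannot give a two-sided p below 0.333. Among the alternatives, the count moved most when a transcript was called enriched because the Cufflinks intervals of both miR-28BIO samples lay above those of both miR-28CT samples, which gave 1028 transcripts higher and 691 lower. Between 11.9% and 26.4% of the tested FPKM of a library lay outside their own Cufflinks interval. Log2 values correlated more closely between same-numbered samples of the 2 arms (r = 0.638 and 0.594 for replicates 1 and 2) than between the replicates of the miR-28CT (0.423) or the miR-28BIO arm (0.375).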

The transcripts significantly enriched in the captured miR-28-5p transcriptome (see Material and Methods for more details and Supplementary Figure S2 for a flow chart of the overall study) were named the miR-28-5p targetome. 

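The transcripts of Supplementary Table S1 were looked up by their RefSeq identifiers, and 191 of 191 were among the tested transcripts. Their median log2 fold change between miR-28BIO and miR-28CT samples was 1.94 (quartiles 1.58 and 2.38, range 0.75 to 4.56), with medians of 1.82 in replicate pair 1 and 2.10 in replicate pair 2. This median lay above all of 10000 random lists matched on mean FPKM, whose highest median was -0.00. The list was selected on the same libraries, so this percentile describes them and is not a separate test. In 172 of the 191 transcripts (90.1%), both miR-28BIO values were above both miR-28CT values, against 11.5% of all tested transcripts. Exchangeable libraries without ties would give 16.7%, but differences shared by same-numbered libraries lower this. Across the 191 transcripts, the log2 fold changes correlated with those the paper lists (Pearson r = 0.908, Spearman rho = 0.929), whose median is 1.99. With limma's p adjusted over the list alone, 0 transcripts passed 0.05 without a block and 186 passed with the replicate block, a count that shows no stability because the list was selected on these data, and over all tested transcripts 113 and 187 had an unadjusted p under 0.05, respectively. A pseudocount of 1 moved the median fold change most, to 1.64. Messenger RNA identifiers made up 187 of the 191 transcripts (97.9%) and 89.8% of the other tested transcripts (two-sided Fisher's exact test, odds ratio 5.32, p = 2.85e-05).

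**Figure D2:**
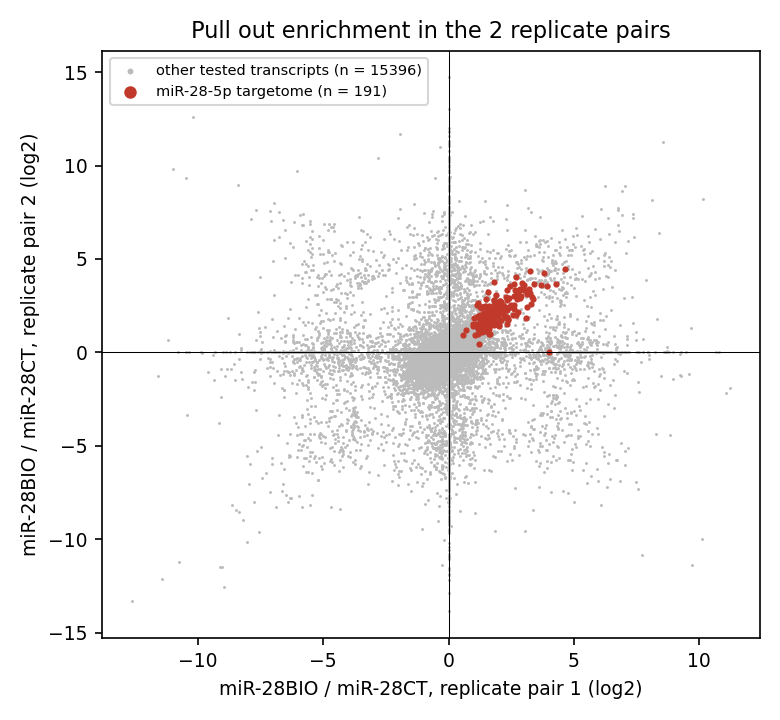
Log2 fold changes (miR-28BIO over miR-28CT) of replicate pair 1 on the horizontal axis and of replicate pair 2 on the vertical axis, with 1 point per tested transcript. The 191 targetome transcripts lie at positive values on both axes except 1, and the other tested transcripts spread around 0.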

The miR-28-5p targetome consisted of 191 putative targets, mostly of which (98%) (187 out of 191) were coding RNAs (Supplementary Table S1). 

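When the 191 transcripts were ranked by the log2 fold change calculated from the FPKM, EPDR1 (chromosome 7, 37920561 to 37951940) was number 3, with 2.05 and 6.86 FPKM in miR-28CT replicates 1 and 2 and 41.1 and 110.3 FPKM in miR-28BIO replicates 1 and 2. Its log2 fold change was 3.95 (limma, standard error 0.96, adjusted p = 1.00), and 0.347 was the adjusted p with the replicate block. LYPD3 was number 6 with a log2 fold change of 3.64, TEX261 number 14 with 3.16, RAB27B number 24 with 2.98 and SRSF6 number 51 with 2.34. In each of these transcripts both miR-28BIO samples were above both miR-28CT samples. A setting chosen after seeing the data combined FPKM summed per gene name with the replicate block. With it the adjusted p (limma) was 0.0432 for EPDR1 and LYPD3, 0.0450 for TEX261 and RAB27B and 0.0565 for SRSF6. Among these 5 transcripts, RAB27B had the lowest adjusted p without the block, 0.835 (limma), at 1.68 ± 0.176 (SD, n = 2) scaled FPKM in the miR-28CT and 13.9 ± 1.26 (SD, n = 2) in the miR-28BIO samples. In EPDR1 the replicates of an arm lay far apart, at 5.00 ± 4.34 (SD, n = 2) and 70.2 ± 44.2 (SD, n = 2) scaled FPKM. With each sample left out in turn, the log2 fold change of RAB27B stayed between 2.87 and 3.08 and that of EPDR1 between 2.95 and 4.96. These fits break the replicate pairs. Within replicate pairs 1 and 2 the log2 fold changes were 2.78 and 3.17 for RAB27B and 4.27 and 3.64 for EPDR1. With the replicate block the unadjusted p (limma) was 0.00202 for RAB27B and 0.00116 for EPDR1, and the adjusted p was 0.347 for each.

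**Figure D3:**
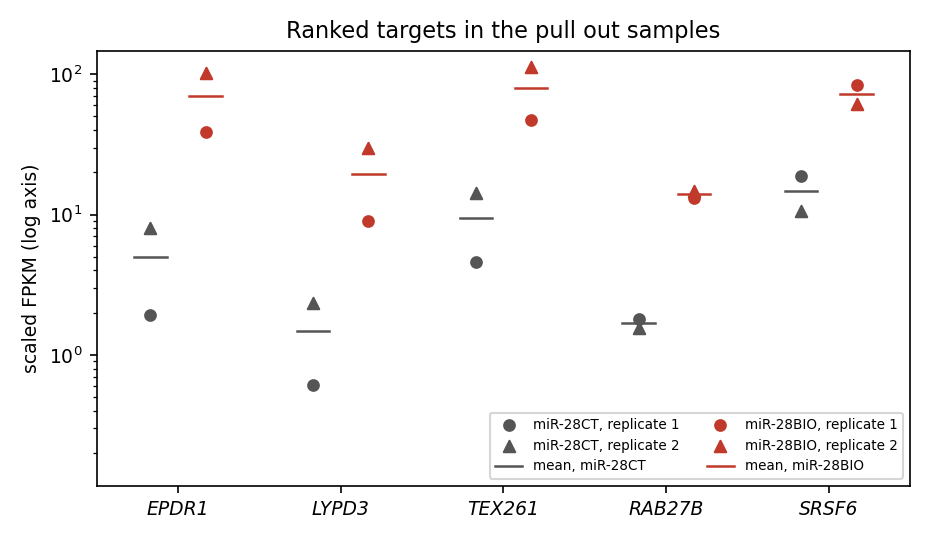
Scaled FPKM (log axis) of EPDR1, LYPD3, TEX261, RAB27B and SRSF6 in the 4 pull out samples, with circles for replicate 1, triangles for replicate 2 and lines for the mean of each arm. In each gene both miR-28BIO samples lie above both miR-28CT samples.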

To validate the reliability of targets identification, we ranked the 191 targets according to the RNAseq fold change enrichment and we randomly selected and measured the enrichment of eight of them by qRT-PCR. The results confirmed that all the selected targets were enriched (Figure 3A). We then evaluated the enrichment of miR-28-5p predicted targets in miR-28-5p targetome using three different miRNA-target prediction algorithms (TargetScan 7, PITA and RNA22). We found that the 61% (117 out of 191) of the targets were predicted by at least one algorithm (Figure 3B and Supplementary Table S2) supporting the validity of the method to identify miRNA targets.

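The predicted targets of Supplementary Table S2 comprised 117 of the 191 transcripts (61.3%). Of the 117, 49 (41.9%) were predicted by 1 algorithm, 42 (35.9%) by 2 and 26 (22.2%) by 3. The median log2 fold change was 2.01 in the predicted and 1.93 in the 74 non-predicted transcripts. The difference of 0.07 was not larger than the spread among transcripts (two-sided permutation test with 100000 resamples, p = 0.564), and it was 0.02 in replicate pair 1 and 0.01 in replicate pair 2. Compared with the non-predicted transcripts, those predicted by 1, 2 and 3 algorithms differed by -0.07, 0.04 and 0.12 (permutation p = 0.559, 0.661 and 0.492, each 0.661 after Benjamini-Hochberg adjustment over the 3 comparisons). With a pseudocount of 1 the difference between predicted and non-predicted transcripts changed sign, to -0.13 (permutation p = 0.151). Both miR-28BIO samples were above both miR-28CT samples in 106 predicted (90.6%) and 66 non-predicted transcripts (89.2%). Both groups come from a list selected for enrichment, which narrows the range of fold changes, so this comparison does not show whether predicted targets are enriched among all transcripts. The paper reasons from the share of predicted targets that the pull out is a valid way to identify miRNA targets.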

We considered only the targets predicted by at least one prediction algorithm. To identify the pathways and the biological processes to which the selected targets belonged to, we first performed gene set enrichment analysis using the GSEA online tool, but we did not identify significantly (FDR ≤ 0.01) enriched pathways. Therefore, we shifted to a different bioinformatics approach, and we evaluated whether the selected miR-28-5p targets belonged to gene families using the Molecular Signature database (MSigDB) gene sets used by GSEA, which categorizes genes in gene families with annotated function. 

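SREBF2 (chromosome 22, 41833079 to 41907308) had 4.93 and 14.8 FPKM in miR-28CT replicates 1 and 2 and 10.2 and 36.0 FPKM in miR-28BIO replicates 1 and 2, so that miR-28BIO replicate 1 was below miR-28CT replicate 2. The scaled FPKM were 11.0 ± 9.07 (SD, n = 2) and 21.4 ± 16.6 (SD, n = 2), a log2 fold change of 0.98 (limma, standard error 1.01, adjusted p = 1.00) that was not larger than the spread between replicates. Within replicate pairs the log2 fold changes were 1.04 and 0.92, and limma with the replicate block gave an unadjusted p of 0.0133 and an adjusted p of 0.352. With each sample left out in turn, which breaks the replicate pairs, the log2 fold change ranged from 0.04 to 1.93. By this value SREBF2 was number 188 of the 191 targetome transcripts, and number 166 by the paper's.

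RNF41, ZNF25, ZNF22, ZNF264 and EZH1 had both miR-28BIO samples above both miR-28CT samples. ZNF22 (chromosome 10, 45000825 to 45005329) had the largest log2 fold change, 3.82, with 6.11 ± 1.78 (SD, n = 2) scaled FPKM in miR-28CT and 86.9 ± 21.5 (SD, n = 2) in miR-28BIO samples. RNF41 (chromosome 12, 56202504 to 56221969) had a log2 fold change of 3.00, which fell to 2.41 when the FPKM of all its transcripts were summed. The log2 fold change was 1.89 for EZH1 (chromosome 17, 42700275 to 42745053), 1.77 for ZNF25 (chromosome 10, 37949867 to 37976525) and 1.26 for ZNF264 (chromosome 19, 57191500 to 57222846). Scaled FPKM in miR-28CT samples were low, at 0.743 ± 0.328 (SD, n = 2) in ZNF25 and 1.56 ± 0.116 (SD, n = 2) in ZNF264. The adjusted p was 0.637 for ZNF22, 0.845 for RNF41 and 1.00 for the others without the block, and between 0.347 and 0.375 with it (limma, Benjamini-Hochberg adjustment).

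**Figure D4:**
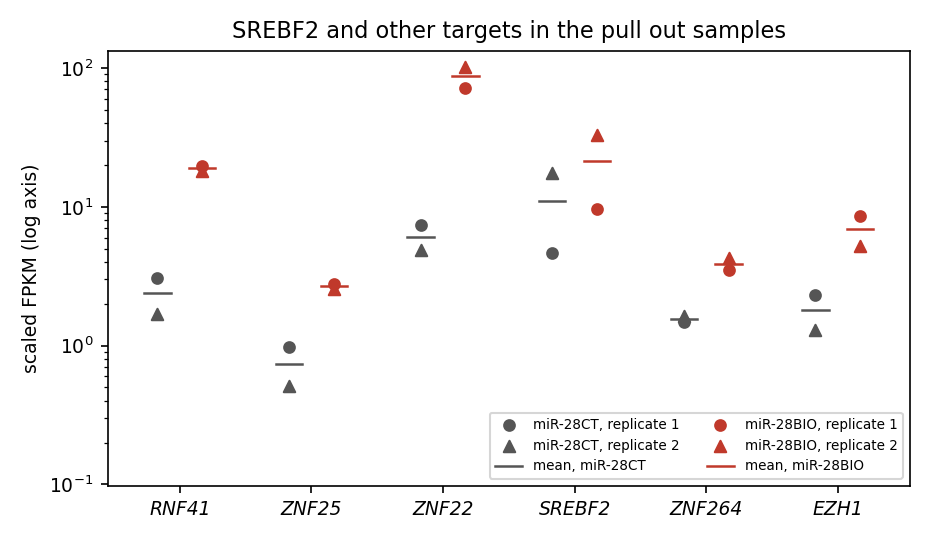
Scaled FPKM (log axis) of RNF41, ZNF25, ZNF22, SREBF2, ZNF264 and EZH1 in the 4 pull out samples, with circles for replicate 1, triangles for replicate 2 and lines for the mean of each arm. Only in SREBF2 do the arms overlap, with miR-28BIO replicate 1 below miR-28CT replicate 2.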

In this way, we discovered that the most enriched gene family was the “transcription factor” family (Figure 3C) that includes genes such as RNF41, ZNF25, ZNF22 (predicted by TargetScan 7), SREBF2, ZNF264 (predicted by RNA22) and EZH1 (predicted by Pita, TargetScan 7 and RNA22). We verified whether the six selected targets were enriched in miR-28-5p targetome by qRT-PCR and validated the enrichment of four out of six targets (Figure 3D).

### 3.3. miR-28-5p Directly Regulated SREBF2 Expression

We focused on the transcription factor SREBF2 as it is a potential oncogenic transcription factor in prostate cancer [24]. To verify the role of SREBF2 in prostate cancer cells, we silenced SREBF2 in DU-145 cells and 48 h later we evaluated several cellular readouts. We found that the SREBF2 inhibition (Figure 4A) reduced cell proliferation (Figure 4B,C), survival (Figure 4D) as well as migration (Figure 4E,F) and invasion (Figure 4G), measured by both wound healing and trans-well assays. Even in this case the expression of the epithelial/mesenchymal markers was in accordance with the migration/invasion data (Figure 4H). On the contrary, SREBF2 silencing did not affect the anchorage-independent growth (Figure 4I). These results suggest that the inhibition of SREBF2 was able to affect the majority of the tumor processes affected by miR-28-5p re-expression.

We then verified whether miR-28-5p regulated SREBF2. We transfected miR-28-5p in DU-145 cells and found that miR-28-5p overexpression determined a slight but significant decrease of SREBF2 expression both at the mRNA and protein levels (Figure 5A). The same results were obtained with the androgen-dependent PCa cell line LNCaP in which miR-28-5p overexpression, and SREBF2 inhibition determined a decrease of cells proliferation (Supplementary Figure S4A–C) and miR-28-5p negatively-regulated SREBF2 expression (Supplementary Figure S4D). To validate miR-28-5p interaction with SREBF2, we performed the luciferase reporter assay using a reporter vector encompassing SREBF2 3′UTR, and unexpectedly, we discovered that miR-28-5p did not regulate SREBF2 by interacting with the 3′UTR (Figure 5B). As it has already been demonstrated that miRNAs can regulate gene expression also by interacting with the ORF [25] or the 5′UTR [26] of their targets, we used RNAhybrid to verify whether the SREBF2 5′UTR-ORF contained putative miR-28-5p recognition sites, and we found three putative sites of interaction in the CDS region (Supplementary Table S3). It is of note that the majority of the binding sites were predicted also by RNA22 and PITA (Supplementary Table S3). We produced two luciferase reporter vectors, one encompassing the 5′UTR plus the first part of the ORF (pSREBF2_5’UTR-ORFI_, that includes one putative recognition site), and the other encompassing the second part of the ORF (pSREBF2_ORFII_, that includes two putative recognition sites) (Supplementary Table S3). We performed a luciferase reporter assay and found a significant reduction of luciferase activity after miR-28-5p overexpression only with pSREBF2_5’UTR-ORFI_ (Figure 5C,D). Overall, these data suggested that miR-28-5p repressed SREBF2 expression by interacting with the SREBF2 CDS region.

Finally, to evaluate whether the SREBF2/miR-28-5p interaction may also affect the availability of free miR-28-5p, we considered the possibility that SREBF2 might function as a sponge for miR-28-5p. For this purpose, we built a miR-28-5p sensor (miR28sens), consisting of a luciferase reporter vector in which two miR-28-5p perfect match sequences were cloned downstream of the luciferase gene. We first verified the capability of this sensor to detect miR-28-5p variations by co-transfecting the sensor with a miR-28-5p mimic or inhibitor, and then evaluating the luciferase mRNA variation by qRT-PCR: as expected the luciferase mRNA levels decreases or increases when the miR-28-5p was overexpressed or inhibited, respectively (Figure 5D). Then we tested SREBF2 sponge activity by co-transfecting the sensor with a SREBF2 inhibitor or control, but we did not detect any significant variation of the luciferase mRNA, suggesting that SREBF2 did not act as a sponge of miR-28-5p.

## 4. Discussion

Although in some tumor types an increased expression level of miR-28-5p has been reported [27,28,29], most of the papers regarding the role of this miRNA in cancer suggested a prevalent TS activity. We already demonstrated that miR-28-5p is involved in both tumor cell proliferation and survival by inhibiting cell proliferation and colony forming ability, and by inducing apoptosis and increasing the percentage of DU-145 cells in G1 phase [10]. In this paper we also evaluated whether this miRNA also plays a role in the capability of the tumor cells to migrate and invade, finding that miR-28-5p re-expression determined a reduction of the PCa cells capability to grow unattached to a matrix and also to migrate and invade. These results were in line with the fact that miR-28-5p expression tends to decrease in tumor tissues and is more severely diminished in metastatic tissues. These data indicated that miR-28-5p exerts its TS activity by affecting almost all the aspects of tumor biology, including the cellular processes fundamental for tumor development and progression, although this is not true for all cancer types [6]. In addition, we discovered that miR-28-5p expression was also associated with two fundamental clinicopathological characteristics of prostate cancer progression (pathological T stage and the Gleason score), as well as with biochemical relapse. These data reinforce the TS activity of miR-28-5p in PCa and, as already demonstrated in gastric and colorectal cancer [6,30], suggesting a possible role of this miRNA as a prognostic biomarker. Another point is that we demonstrated in vitro that miR-28-5p re-expression could reduce processes linked to tumor growth. In line with our observations are the data obtained by Bartolomé-Izquierdo et al. [31] which demonstrated that the miR-28-5p re-expression blocked tumor growth in a Burkitt lymphoma murine model, opening the way to a possible therapeutic use of miR-28-5p (replacement therapy). All these aspects justified the interest to identify the miR-28-5p targetome in PCa.

The exploitation of the miRNA pull-out assay technique optimized with NGS technology allowed us to identify the miR-28-5p targetome in PCa that consists of 191 targets. Considering the miR-26a-5p targetome of DU-145 cells obtained in our previous work [17] we observed that miR-28-5p exerts its TS activity by interacting with a relative lower number of targets respect to miR-26a-5p (1423 targets). The fact that miR-28-5p re-expression regulates fewer genes than miR-26a-5p was suggested also by the proteome analysis, performed using mass spectrometry, after miRNAs re-expression (preliminary data). The reliability of the method in capturing miR-28-5p targets was demonstrated by the fact that 61% (117 targets) of miR-28-5p targets presented at least one predicted binding site for miR-28-5p. This evaluation was done using three different prediction algorithms that consider canonical and non-canonical miRNA/target interactions within the 3′UTR of the targets. We focused on targets with at least one miR-28-5p predicted binding site and, to catch the targets whose function could be relevant for miR-28-5p activity, we tested whether some pathways or biological processes were enriched by the targets. Unfortunately, the analysis did not show pathways significantly enriched by miR-28-5p targets possibly due to the low number of targets available for the analysis. However, we found that that some targets belonged to gene families with annotated functions, and in particular, the largest family was the “transcription factor family”. Given that a transcription factor regulates in turn several genes, we focused on this family, and in particular on SREBF2 (sterol regulatory element-binding protein 2), an essential regulator of genes associated with cholesterol biosynthesis [32]. Aberrant SREBF2 expression and activity has been associated with PCa progression [24,33,34], probably due to the increasing need of proliferating cells for the key component of cell membranes such as cholesterol and other lipids. Indeed, SREBP metabolic pathway impairment is under evaluation as an effective anti-tumor therapy [35]. In accordance with these observations we demonstrated that the inhibition of SREBF2 in DU-145 cells induced an anti-tumor activity also in this case by affecting various tumor characteristics such as cell proliferation, survival and to a lesser extent, invasion and migration. It is of note that SREBF2 inhibition did not affect the anchorage-dependent growth of DU-145 cells. Since the silencing of SREBF2 was not able to recapitulate all the effects of miR-28-5p re-expression, these results suggested that SREBF2 is not the only mediators of miR-28-5p TS activity. In addition, Chen et al. demonstrated that the reactivation of the MAPK pathway determined an up-regulation of SREBP proteins promoting metastatic PCa [34]. Given that MAPK1 has been shown to be a miR-28-5p target in myeloproliferative neoplasm [36], it is possible that miR-28-5p regulates SREBF2 both directly and indirectly through MAPK. It is of note that MAPK1 is included in the miR-28-5p targetome (Supplementary Tables S1 and S2).

Finally, during the validation experiments we demonstrated that miR-28-5p re-expression determines a slight but significative reduction of SREBF2 expression at both the protein and mRNA levels, and that miR-28-5p regulates SREBF2 expression through the interaction with SREBF2 ORF. Although miRNAs binding of the ORFs are generally considered less effective [37,38], there are several lines of evidence that confirmed that sites in both 5′UTRs and ORFs can mediate target repression [25,39,40,41]. Moreover, the fact that Helwak et al. [14] using the CLASH technique on HEK293 cells found the interaction between miR-28-5p and the first part of the ORF of SREBF2 further reinforces our findings.

In conclusion, we demonstrated that miR-28-5p had a TS activity on PCa cells by affecting several fundamental processes of tumor development and progression. We showed that the miRNA pull-out assay represents a valid tool to isolate the targetome of a specific miRNA. We demonstrated that SREBF2 is one of the mediators of the miR-28-5p TS activity, given that its inhibition determined a decrease of tumor cell survival and proliferation and to a lesser extent invasion and migration. Our findings reinforce the concept that the identification of the targetome of a specific miRNA with anti-tumor activity allows the identification of new genes or pathways with a role in cancer development and hence possible therapeutic targets.

## Figures and Tables

**Figure 1:**
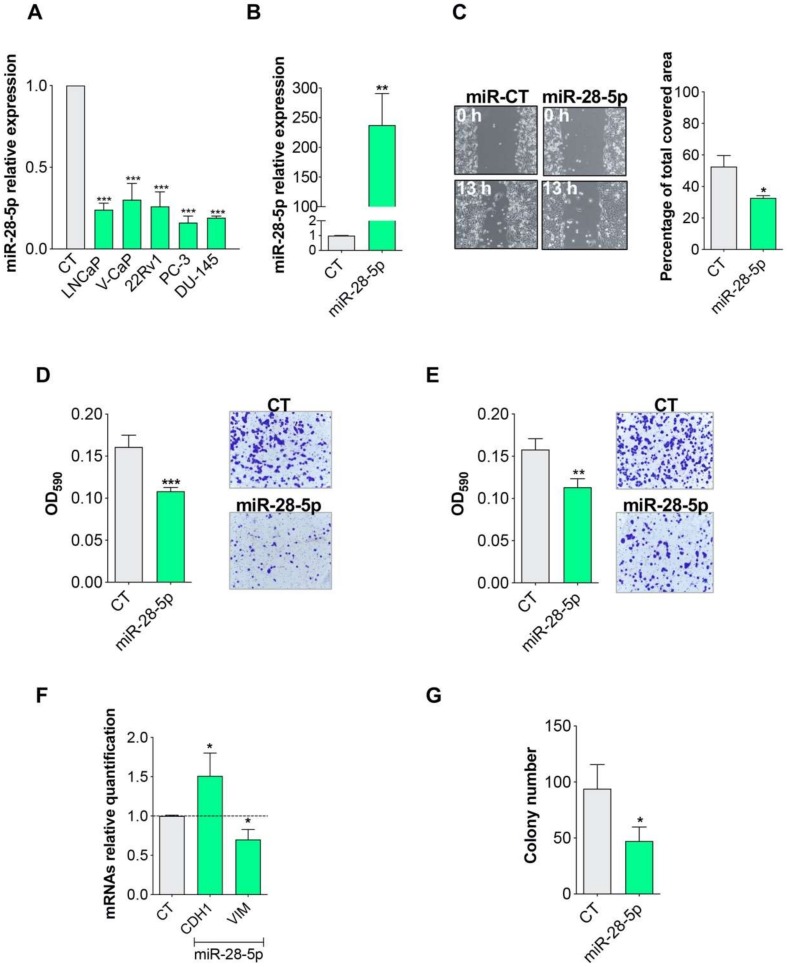
Effect of miR-28-5p re-expression in PCa cells. (**A**) Analysis of the miR-28-5p expression level by qRT-PCR in prostate cancer cell lines with respect to the normal cells RNA. (**B**) Relative expression level of miR-28-5p, evaluated by qRT-PCR, after miR-28-5p transfection in DU-145 cells. Cell migration (**C**,**D**) and invasion (**E**) of DU-145 cells after miR-28-5p overexpression evaluated by wound healing assay (**C**) and trans-well assay (**D**,**E**). (**F**) Relative expression of E-cadherin 1 (CDH1) and vimentin (VIM) in miR-28-5p overexpressing versus normal DU-145 cells. (**G**) Number of colonies formed in soft agar in DU-145 cells after miR-28-5p or CT overexpression. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired *t*-test.

**Figure 2:**
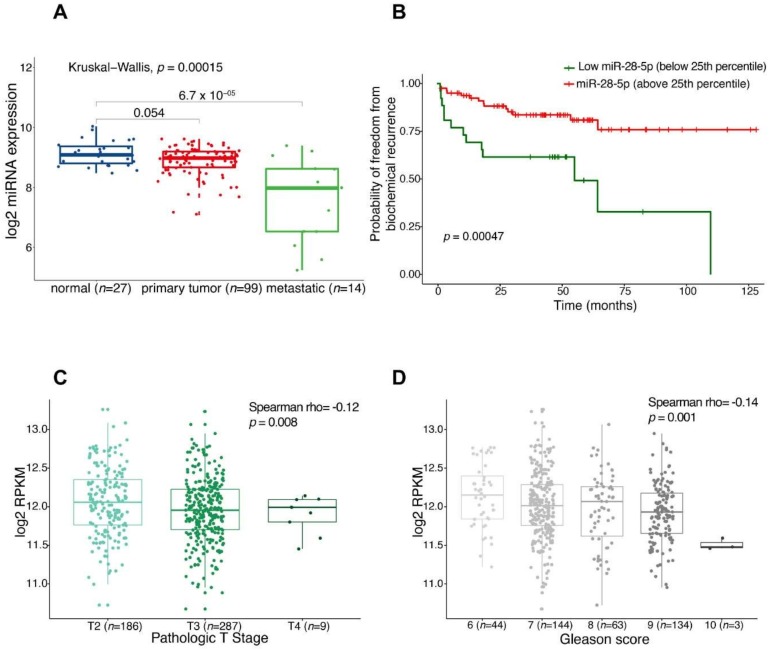
Association of miR-28-5p expression with clinical parameters in PCa patients. (**A**) Analysis of miR-28-5p expression level data of the Memorial Sloan Kettering Cancer Center (MSKCC) study’s patients. The significances according to the Kruskal–Wallis and Wilcoxon test are indicated. (**B**) Kaplan–Meier curves for recurrence-free survival events between MSKCC patients after dividing samples into two groups according to the 25st quartile of miR-28-5p expression level. Log-rank test’s *p*-value is shown. The miR-28-5p expression levels (log2RPMK) of TGCA PRAD samples are shown and grouped by pathological T stage (**C**) and Gleason score (**D**) with *p*-value from the Spearman’s test of association.

**Figure 3:**
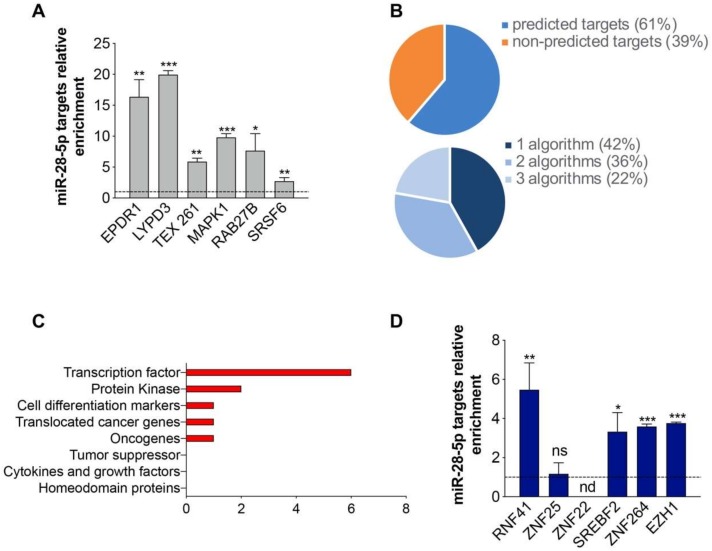
Analysis of miR-28-5p targetome. (**A**) Evaluation of the enrichment of miR-28-5p selected targets in the miR-28_BIO_ compared to miR-28_CT_ pull out samples by qRT-PCR. (**B**) Pie chart representing the percentage of the predicted/non-predicted targets (upper panel) and the percentage of the targets predicted by one, two or three algorithms (lower panel) in the miR-28-5p targetome. (**C**) Results of the MSigDB gene sets analyses showing the identified genes families. (**D**) Enrichment of the miR-28-5p targets belonging to the “transcription factors” family in the miR-28_BIO_ compared to miR-28_CT_ pull out samples by qRT-PCR. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired *t*-test.

**Figure 4:**
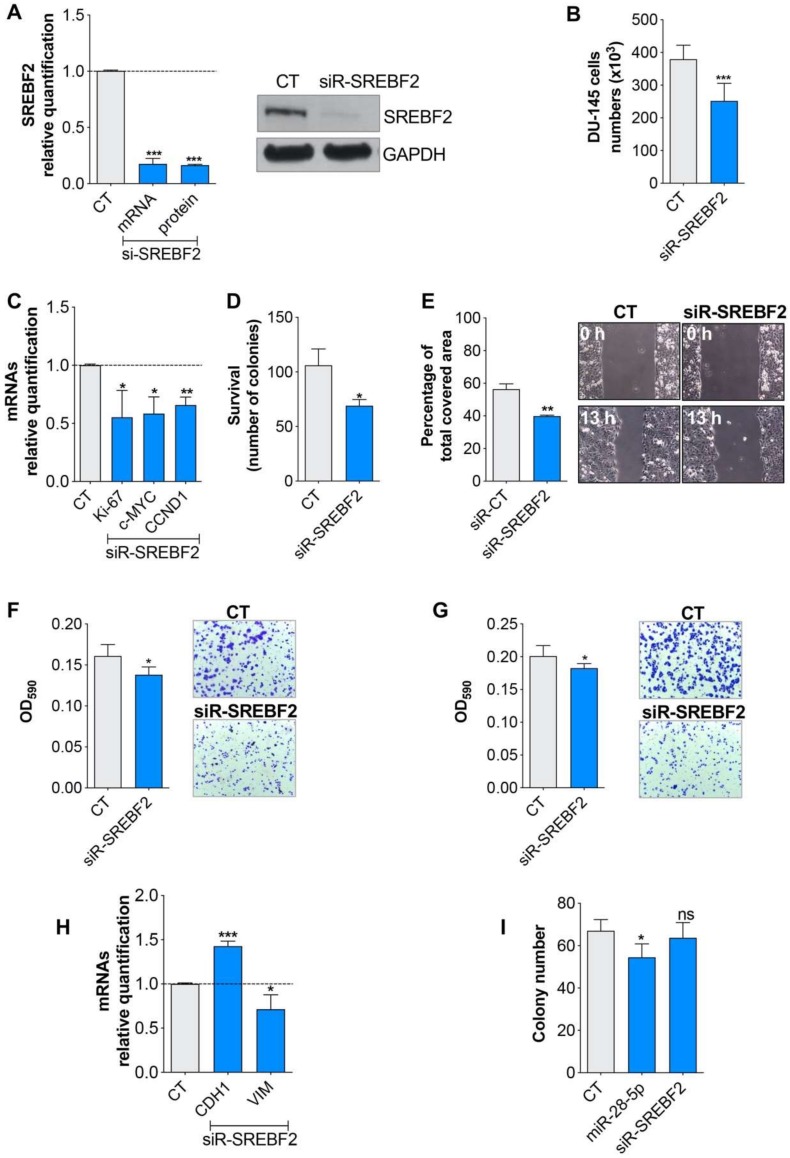
Evaluation of the SREBF2 role in DU-145 PCa cells. (**A**) SREBF2 inhibition by siR-SREBF2 transfection in DU-145 cells analyzed by qRT-PCR and western blot analysis. Evaluation of SREBF2 silencing effect on proliferation (**B**), survival (**D**) migration (**E**,**F**) and invasion (**G**) in DU-145 cells. Relative expression of proliferation (Ki-67, c-MYC and cyclin D1 (CCND1)) (**C**), epithelial (E-cadherin 1 (CDH1)) and mesenchymal markers (Vimentin (VIM)) (**H**) in miR-28-5p overexpressing versus normal DU-145 cells. (**I**) Number of colonies formed in soft agar in DU-145 cells after miR-28-5p overexpression or SREBF2 silencing. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired *t*-test. ns, not significant.

**Figure 5:**
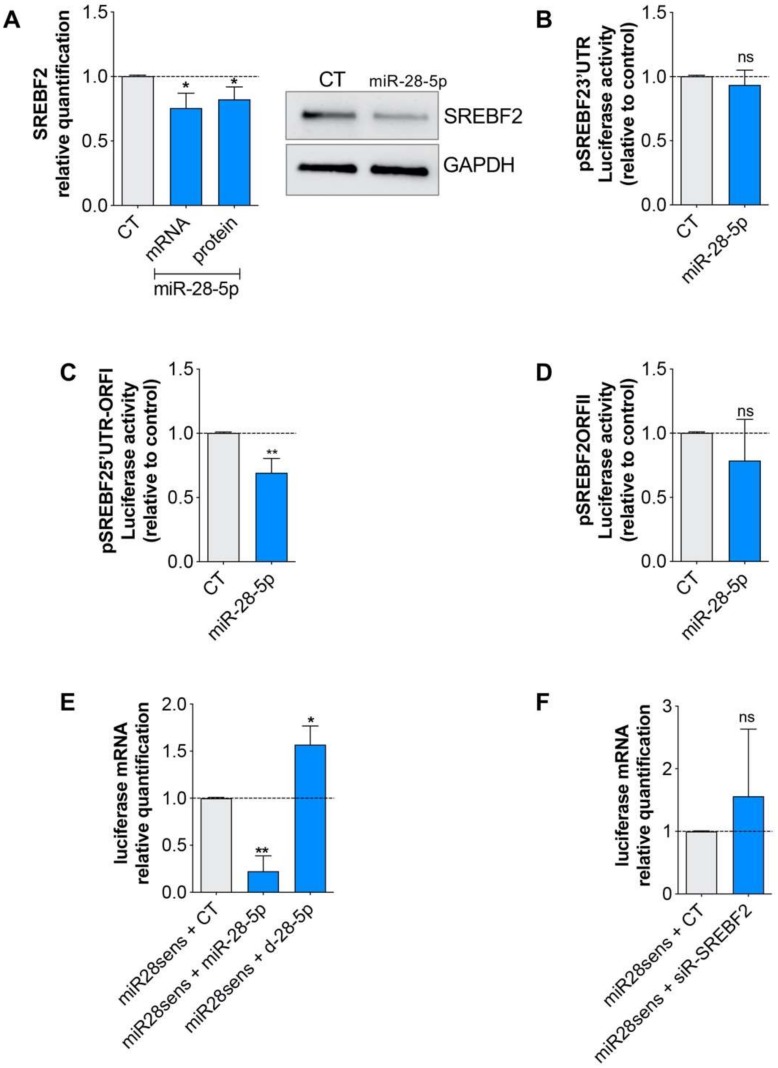
Analysis of miR-28-5p/SREBF2 interaction in PCa cells. (**A**) Quantification of SREBF2 mRNA and protein level in miR-28-5p versus CT transfected DU-145 cells. Relative luciferase activity after the cotransfection of pSREBF2_3′UTR_ (**B**), pSREBF2_5’UTR-ORFI_ (**C**), pSREBF2_ORFII_ (**D**) and either CT or miR-28-5p. (**E**) Relative luciferase mRNA level, analyzed with qRT-PCR, in DU-145 cotransfected with miR-28-5p sensor and miR-28-5p mimic or inhibitor versus miR-28-5p sensor/CT cotransfected cells. (**F**) Relative luciferase mRNA level, analyzed by qRT-PCR, in DU-145 cotransfected with miR-28-5p sensor/siR-SREBF2 versus miR-28-5p sensor/CT cotransfected cells. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired *t*-test. ns, not significant.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/2/354/s1, Table S1: Transcripts of miR-28-5p targetome identified by NGS, Table S2: miR-28-5p targetome predicted targets, Table S3: miR-28-5p binding sites predicted by RNAhybrid in SREBF2 transcript. The binding sites predicted also by RNA22 and PITA are indicated, Figure S1: Schematic representation of synthetic oligos used for miRNA pull out assay. Thiouridines (red) and mutations inserted in the antisense strands (blue) are indicated, Figure S2: Schematic representation of overall study consisting in the miR-28-5p targets capture (through miRNA pull-out assay) and identification (through NGS and data analysis) to obtain the miR-28-5p targetome, Figure S3: (A) Analysis of the LPP expression in prostate cancer cell lines with respect to normal cells. (B) Comparison of LPP (*x* axis) and miR-28-5p (*y* axis) expression levels in MSKCC study’s patients. Pearson correlation and *p*-value test are indicated. (C) Kaplan-Maier curves and results of the recurrence-free survival analysis of MSKCC patients using LPP expression level as discriminant for the two groups. Long-rank *p*-value test is shown, Figure S4: (A,B) Proliferation after SREBF2 silencing of LNCaP cells. (C) Relative quantification of proliferations markers (Ki-67 and c-MYC) after miR-28-5p overexpression (miR-28-5p) or SREBF2 silencing (siR-SREBF2) in LNCaP cells. (D) Quantification of SREBF2 mRNA level in miR-28-5p versus CT transfected LNCaP cells.

How the deposited data were processed for this re-analysis (not part of the article)

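RNA recovered by the miRNA pull out assay from DU-145 cells was measured in 4 RNA-seq libraries, 2 from cells given an untagged miR-28-5p duplex (miR-28CT) and 2 from cells given biotin-tagged thiouridine duplexes (miR-28BIO). Arms and replicate numbers were taken from the sample labels and the paper's methods. Same-numbered libraries were treated as pairs because the labels number them alike and the paper describes 2 biological replicates.

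The authors checked the reads with FASTQC, aligned them to hg38 with TopHat2 and estimated transcript abundance with Cufflinks on the Galaxy platform. For each library the authors deposited the FPKM of 53209 RefSeq transcripts with the bounds of its Cufflinks interval and a status. The deposited coverage is the mean read coverage of each transcript and served here only to estimate depth. The status was LOWDATA for 649, 649, 649 and 639 transcripts, HIDATA for 0, 12, 0 and 25 and FAIL for 9, 5, 0 and 2, in miR-28CT replicates 1 and 2 and miR-28BIO replicates 1 and 2. The paper ran Cuffdiff on the reads, which cannot be repeated from FPKM, so tests for counts were not used.

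From these values, 52530 transcripts with status OK in all 4 libraries were kept, and median-of-ratios factors were taken from the 11650 above 0 in all of them. The 15587 transcripts with a mean scaled FPKM of at least 0.5 were tested on log2(scaled FPKM + 0.1) with limma's lmFit and eBayes with a trend, without a block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Names came from the RefSeq table of GRCh38 and were found for 98.4% of the tested transcripts. Sums over gene names gave 11311 genes. The depth per transcript in reads is unknown, and no interval for counting error was calculated.

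The targetome was the list of Supplementary Table S1. Its median was compared with 10000 random lists matched on deciles of mean FPKM, and predicted targets were compared with the others by a permutation test with 100000 resamples. Coding shares were compared by Fisher's exact test. For seed sites, the coding sequences and 3′UTRs of the canonical GENCODE 44 transcripts were used, which 98.4% of the 14011 tested coding transcripts had. Transcripts with and without AGCTCCT, the match to miR-28-5p nucleotides 2 to 8, in the 3′UTR were compared by 10000 permutations within 10 strata of 3′UTR length. All 7-mers held by at least 100 and at most 50% of 10387 genes were ranked by the mean residual rank of the fold change.

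Apart from a set of structural RNAs, the genes named in the text, or the rule that picks them, were set before the data were examined. They are those the paper names for the pull out, the targets and sponges of its introduction, its qRT-PCR reference genes, LPP, and the 5 enriched and 5 depleted transcripts with the smallest p among those with separated arms, since fewer than 5 passed the threshold. One gene of this set is not reported here, although counts over all named genes include it. Where a gene had several transcripts, the one in Supplementary Table S1 was used, or else the one with the highest mean FPKM. Alternatives set at the same time were other pseudocounts, filters and scalings, sums per gene name, limma without a trend, the replicate block, separation of the arms by 2-fold or by Cufflinks intervals, other seed sites and leaving out each library.

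The scripts were tested on simulated data. With 200 of 15587 transcripts changed by 2 or 3 on the log2 scale and the spread of the real libraries, limma called 0 of them with or without the block, although 190 had the right direction. With the spread reduced to 0.05 of that, limma called 198 of the 200 without the block and 161 with it, with 3 unchanged transcripts called in each case. In 10387 genes, the seed-site test gave a permutation p of 0.180 without a planted shift and 0.001 with a shift of 0.3, and the planted 7-mer then ranked 1. The simulated effect of 3′UTR length was constant within each stratum, so this could not show whether length differences inside a stratum mislead the test.

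The qRT-PCR, luciferase, western blot, cell assays and patient data of the paper, and its gene family enrichment, were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.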

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

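The tests of this part were chosen after the patterns they bear on were seen. The outcomes that would count for or against 3′UTR length with GC content, length with mean FPKM, selection of the targetome and gene sums were set before the results of those tests were known.

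Transcripts outside the targetome, which the paper does not discuss, were higher in the miR-28BIO samples when their 3′UTR held a seed site, AGCTCCT, complementary to miR-28-5p nucleotides 2 to 8. The median log2 fold change was 0.12 in 2058 transcripts with a site and -0.13 in 11518 without, a difference of 0.25, of which 3′UTR length gives 0.16. The remaining 0.10 (two-sided permutation p = 0.0001, the smallest that 10000 permutations can give) was 0.12 in replicate pair 1 (p = 0.0001) and 0.03 in replicate pair 2 (p = 0.0118). Over all 13786 transcripts the difference was 0.27, with 0.11 left after 3′UTR length, 0.12 after length and GC content and 0.11 after length and mean FPKM (permutation p = 0.0001 each), so that none of these, taken in strata, accounts for it fully. Transcripts of a gene share its canonical 3′UTR and are not independent, so the p-values per transcript may be too small. With FPKM summed per gene name, 0.096 was left after length over all 10387 genes (permutation p = 0.0001). No test per gene was run outside the targetome. In replicate pair 2, 0.0819 was left after length and GC content over all transcripts (permutation p = 0.0001), but 0.0371 outside the targetome (p = 0.0002), against 0.112 in replicate pair 1 (p = 0.0001). Among 15596 7-mers of the 3′UTR, scanned over all genes with the targetome included, AGCTCCT ranked 2 after length, GC content and abundance were adjusted for. Over all genes this speaks against a property shared by many 7-mers. The scan was not run without the targetome, which was selected on these libraries. Its ranks are therefore no separate support for the pattern outside the targetome. A candidate explanation is that RNAs paired with the miR-28-5p seed were captured. Pairing of the tagged strand with RNA after the cells were lysed could give the same pattern. The best 7-mer complementary to nucleotides 10 to 22 ranked 962, but those complementary to nucleotides 7 to 13 and 8 to 14 ranked 60 and 34, and in the coding sequence those for nucleotides 7 to 13, 8 to 14 and 9 to 15 ranked 8, 12 and 16 of 16251. Pairing through the seed alone after lysis would also leave the ranks beyond nucleotide 10 low, so the pattern cannot be told apart from pairing after lysis.

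Outside the targetome, 426 transcripts were at least 2-fold higher in both miR-28BIO samples than in both miR-28CT samples, and 409 were at least 2-fold lower, in data the paper does not report on. Exchangeable libraries without ties would separate 16.7% of transcripts in each direction without a 2-fold margin, but differences shared by same-numbered libraries lower this. The 170 transcripts listed at 0 in both miR-28CT samples and above 1 FPKM in both miR-28BIO samples are among the former, and the 163 listed at 0 in both miR-28BIO samples and above 1 FPKM in both miR-28CT samples among the latter. None of the 191 targetome transcripts is listed at 0 in both miR-28CT samples. Of these zero-valued transcripts, 279 belong to genes with several tested transcripts, and in 236 of them (84.6%) the sum over the gene changed by under 1 on the log2 scale. Assignment of reads to another transcript of the same locus may therefore account for most of these. The other transcripts were not explained by a test, and no biological explanation was tested for the depleted ones.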

How the results depend on the processing

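The alternatives were set before the data were examined, except sums per gene name combined with the replicate block, strata of 3′UTR length and GC content, and the site for nucleotides 1 to 7, which were chosen after seeing the data.

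No transcript was enriched or depleted (0 and 0, with 325 and 232 at an unadjusted p under 0.05) under the pseudocounts, filters and scalings tried (120 to 504 and 65 to 388 unadjusted), limma without a trend (342 and 259) or the replicate block (760 and 1112). With FPKM summed per gene name 0 genes were enriched and 3 depleted (251 and 91 unadjusted), and with that sum and the replicate block 42 were enriched and 22 depleted, 33 of the enriched in the targetome. With the arms separated by at least 2-fold, 556 transcripts were higher, 409 lower and 130 of the targetome higher, and with Cufflinks intervals apart 1028, 691 and 176. Exchangeable libraries without ties would separate 16.7% of transcripts in each direction without a margin, and differences shared by same-numbered libraries lower this. With p adjusted over the targetome alone, 0 transcripts passed in the reported setting, 69 with a pseudocount of 0.01, 129 of 189 genes with sums per gene name, 186 with the replicate block and 189 with both. The tests of the block and of sums per gene name, described under other observations, did not settle the cause.

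The targetome median log2 fold change was 1.64 with a pseudocount of 1 and 1.91 to 2.14 across the 4 fits that each left out one library. The number of targetome transcripts above the miR-28CT samples was 175 to 187 across those fits; a pseudocount cannot move it. The correlation with the paper's fold changes fell to between 0.591 and 0.694 in them. The difference between predicted and non-predicted targets was -0.13 with a pseudocount of 1 (permutation p = 0.151) and -0.12 to 0.11 with a library left out. The seed-site difference kept its sign and stayed past the threshold under the alternatives with a test. For sites in the 3′UTR, the part beyond 3′UTR length (0.11 in the reported setting) was between 0.08 with a pseudocount of 1 and 0.17 with a mean FPKM of at least 5, where the whole difference was 0.43. It was 0.18 for sites in the coding sequence, whose own length was not adjusted for. The whole difference, 0.27 in the reported setting, was 0.19 to 0.31 with a library left out. The excess of coding transcripts kept its direction and threshold under both other filters. For these changes the cause was not tested.

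Of 370 values of named genes under alternatives, 40 moved, 3 became significant and 6 changed sign. The other 321 kept their sign and, where tested, their side of the threshold, but not always their size. Among these 321, with FPKM summed per gene name, RAP1B went from 3.79 to 0.14, LPP from 3.09 to 0.17 and ZFAS1 from -8.46 to -1.48. The 40 counted as moved came from fits with a library left out, which break the replicate pairs. Changes of size under a pseudocount, filter, scaling or gene sum were not counted as moves. With a pseudocount of 1, for example, MIR4742 went from 9.18 to 5.88 and SNORD58A from -12.97 to -9.65. Of the 40, 5 changed sign too. CCND1 (0.22) was -0.24 without miR-28CT replicate 2. HPRT1 (0.35) was -0.06 without miR-28CT replicate 2 and -0.09 without miR-28BIO replicate 1. BAG1 was 0.51 and 0.70 without these same libraries. The counts leave out sums per gene name with the replicate block, with which 10 became significant and 3 changed sign. BAG1, at -0.02, was 0.0059 with a pseudocount of 1, 0.15 without scaling and 0.0662 with upper-quartile scaling, and ranged from -0.74 to 0.70 with a library left out. With FPKM summed per gene name, with or without the block, RFX5 was -0.52, CCT7 -0.30 and NDUFB5 -0.37, where the other transcripts of these genes are counted in. The median log2 fold change of all tested transcripts was -0.08 in the reported setting, 0.08 without scaling and 0.00 with upper-quartile scaling.

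With 2 samples per arm the spread limits the calls: in simulated data with this spread, limma called 0 of 200 changed transcripts.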

Differences from the paper's values

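The paper reports 191 enriched transcripts. Limma on the FPKM gave 0 (325 at an unadjusted p under 0.05). None of the alternatives set before the data were examined gave a count within 1.5 times the paper's: 0 under the pseudocounts, filters, scalings, sums per gene name, limma without a trend and the replicate block, 556 with the arms separated by 2-fold and 1028 with Cufflinks intervals apart. Of the paper's 191 transcripts, 130 and 176 were among those last counts. Adjusted over the paper's list alone, 69 passed with a pseudocount of 0.01, 129 genes with sums per gene name, 186 transcripts with the replicate block, and 189 genes with both. Sums per gene name with the replicate block, chosen after seeing the values, called 33 genes of the paper's list over all genes, with RNF41, TEX261 and RAB27B at an adjusted p of 0.0450 and EPDR1 and LYPD3 at 0.0432 (limma, against 0.347 to 1.00 for these genes under the other settings).

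The paper's log2 fold change of SREBF2 is 1.46, against 0.98 here, and none of the alternatives set before the data were examined came within its replicate spread of 0.0868 of the paper's value (0.04 to 1.93, the nearest 1.15 without scaling). Both ends of that range come from fits with a library left out, which break the replicate pairs. For LYPD3 the paper's value is 4.37 against 3.64 here. Leaving out miR-28BIO replicate 1 (4.497) or miR-28CT replicate 2 (4.536) came nearest, and none of the alternatives came within its small replicate spread of 0.0560. For EPDR1 the paper's value is 3.43 against 3.95 here. A pseudocount of 1 (3.63) and leaving out miR-28BIO replicate 2 (3.26) brought the value within the replicate spread of the paper's, and the other alternatives did not.

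The paper gives about 20 M reads per sample. The total implied by the FPKM of miR-28CT replicate 2 is 13.0 M reads, and no alternative bears on it. FPKM are scaled to mapped reads, while the paper's number describes sequenced reads, so the measures differ and need not match.

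Supplementary Table S3 places the SREBF2 site at position 304 in the 5′UTR, while GENCODE 44 places it in the coding sequence, at codon 46. The text of the paper describes its putative sites as lying in the CDS region. The methods name positions 31 to 1763 as 3′UTR, 1753 to 3611 as 5′UTR and first part of the ORF and 3696 to 5213 as second part of the ORF. In the transcript of Supplementary Table S3, these positions hold 5′UTR and coding sequence, coding sequence with 19 bases of 3′UTR, and 3′UTR. Supplementary Table S3 lists the site at 304 under the vector named for the 5′UTR and first part of the ORF and those at 2787 and 2971 under that named for the second part, while these positions place them in the stretches named 3′UTR and 5′UTR and first part of the ORF. The paper's positions are given for the gene, and reading them in that transcript's numbering is an assumption made here. In this numbering, 31 to 1763 holds what the paper describes for the 5′UTR and first ORF part, with 1 site. Positions 1753 to 3611 hold what it describes for the second ORF part, with 2 sites, and 3696 to 5213 hold 3′UTR. This argues that the methods list names and positions in different orders, and against a 3′UTR vector that carried the site at 304.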

Other observations

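The tests of this part were chosen after the results were seen.

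In the targetome, 68 of 186 transcripts with a canonical 3′UTR (36.6%) held a seed site there, against 15.2% of the other tested transcripts. Random lists matched on 3′UTR length and mean FPKM held 19.5% on average, and the share of the targetome had a one-sided p of 0.0001 among 10000 lists, the smallest they can give. In the coding sequence the shares were 19.4% and 20.0%. The targetome was selected on these libraries.

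The 7-mer GCTCCTT, complementary to nucleotides 1 to 7, ranked 1 of 15596 7-mers of the 3′UTR and 1 of 16251 of the coding sequence after adjustment for length, GC content and abundance, and AGCTCCT ranked 2 and 4. The 7-mer GGCTCCT, which pairs with nucleotides 2 to 8 if G:U pairs are counted, ranked 3 and 2. Of the 7 windows from nucleotide 10 on, 0 were in the top 1% in the 3′UTR and 1 was in the coding sequence. In replicate pair 2, GCTCCTT and AGCTCCT ranked 24 and 533 when only length was adjusted for and 1 and 3 when GC content and abundance were added together. The fold changes of that pair fell with the GC content of the 3′UTR (Spearman rho = -0.221 across genes, which are not independent replicates), more than those of pair 1 (-0.0758). A difference in GC bias between the pairs is a candidate explanation for the rank of 3 against 533.

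No transcript passed the threshold with limma (0 of 15587, with 325 higher and 232 lower at an unadjusted p under 0.05). With the replicate block 0 passed as well (760 higher and 1112 lower unadjusted). In simulated data with the spread of the real libraries the block gave 0 calls too, so this count does not tell whether a difference shared by same-numbered libraries was the reason. With FPKM summed per gene name, 0 genes were higher and 3 lower without the block (251 and 91 unadjusted), and with the block 64 passed, 42 higher and 22 lower. Of the 64 genes, 46 have a single listed transcript, so reads split between transcripts of the same gene do not account for their calls directly. The number of tests fell to 11311 genes. Adjusted as for the 15587 transcripts, 7 of the 64 genes passed, each of them lower, while 0 transcripts passed with the block when adjusted as for 11311 tests (760 higher and 1112 lower unadjusted), so the smaller number of tests alone does not give the calls. The standard error with the block was also smaller among genes for the same fold change (0.162 against 0.205 in LYPD3 and 0.245 against 0.279 in SNORD58A), which reflects the variance that limma draws single values towards. Among genes, a difference shared by same-numbered libraries thus bears on the calls (3 without and 64 with the block), while among transcripts it was left open. The absence of calls among transcripts cannot be told apart from an indirect effect of split reads on that variance, which was not tested.

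A set of structural RNAs chosen after their values were seen (RN7SK, RN7SL1, RN7SL2, RMRP and RPPH1) took 2.79% and 28.5% of the implied reads in miR-28CT replicates 1 and 2 and 0.462% and 7.19% in miR-28BIO replicates 1 and 2.

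Among the targets and sponges the introduction lists for other settings, CCND1 had a log2 fold change of 0.22 and BAG1 of -0.02 (adjusted p = 1.00 each, limma). The sign of BAG1 was positive, at 0.15, without scaling. The RAP1B transcript was listed at 0 in both miR-28CT samples and at 0.787 and 2.35 FPKM in the miR-28BIO samples, while the sum over its gene changed by 0.14. HOXB3 had 0.571, 0.339, 0.460 and 0.531 FPKM and was below the filter, and the TPI1 transcript with the highest FPKM (37.8, 150.8, 19.4 and 91.1 in miR-28CT replicates 1 and 2 and miR-28BIO replicates 1 and 2) did not have status OK in the 4 libraries and was not tested. IGF1, UCA1 and CCAT1 were listed at 0 in all 4 libraries, and IL34 was at 0.0104 FPKM in miR-28CT replicate 1 and listed at 0 in the others. Among the reference genes GAPDH changed by -0.85, ACTB by -0.55 and HPRT1 by 0.35 (adjusted p = 1.00 each, limma). The transcript of the host gene LPP was listed at 0 in miR-28CT replicate 1 and had 3.07, 5.34 and 5.60 FPKM in the others, and its gene sum changed by 0.17.

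Of the 5 transcripts with the smallest p on each side, the enriched MIR4742, RFX5, CCT7 and NDUFB5 were listed at 0 in both miR-28CT samples, and an enriched RefSeq transcript without a symbol as well. The depleted SNORD58A, SNORD57, SNORD12C, SNORD1C and ZFAS1 were listed at 0 in both miR-28BIO samples. The sum over the ZFAS1 gene changed by only -1.48, with 59.2 and 45.8 scaled FPKM in miR-28BIO replicates 1 and 2. SNORD58A had 665 and 872 FPKM in miR-28CT replicates 1 and 2. With sums per gene name SNORD58A, SNORD57 and SNORD12C were past the threshold (limma, adjusted p = 0.0415, and 0.00950 with the block as well, against 0.116 to 0.383 under the other settings). With sums and the block, SNORD1C (adjusted p = 0.0129, against 0.485 in the reported setting) and MIR4742 (0.0450, against 0.593) were past it too. In each of these genes the arm listed at 0 has no spread, and the pseudocount sets its level. SNORD12C (chromosome 20, 49278945 to 49279023) lies within the ZFAS1 locus (49278178 to 49289258). A sum per gene name does not address reads assigned between these genes.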
